A study of Mus musculus with 16 samples. Its data were reported in "The homeoprotein Dlx5 drives murine T-cell lymphomagenesis by directly transactivating Notch and upregulating Akt signaling" (2017).

How the data were processed

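RNA was measured on 16 Affymetrix GeneChip Mouse Gene ST arrays of the second generation: 3 from T cells of wild-type (WT) littermates, 3 from Lck-Dlx5 lymphomas, 3 each from Lck-MyrAkt2 tumors of founder lines 72 and 420, and 4 from tumors with both transgenes. The deposited values are log2 expression summaries per transcript cluster, made by the authors with Affymetrix Expression Console, for which no version, summarization method or normalization method is given. The values were used as deposited, without a further transformation, and all 16 sample columns were used. The number of arrays per group limits the precision.

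The table has 41345 features, of which the annotation table names 23525 with 1 gene, 1810 with several genes and 16010 with none. For each of the 22184 genes with a feature of its own the brightest feature was kept (1082 of these 22184 genes had several). A gene was tested when it lay above the median of the array on at least 3 arrays, which left 12933 genes. Chromosomes, starts and ends came from a reference gene table on GRCm38.p6, which placed 12859 of these genes (99.43%).

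A linear model with 1 mean per group was fitted to all 16 arrays with limma 3.58.1 in R 4.3.3, with eBayes and Benjamini-Hochberg adjustment within each of 8 comparisons. A gene was called at an adjusted p under 0.05, and every adjusted p given for a gene is limma's. The 31 gene lists were tested with camera from limma at its preset correlation of 0.01, and again with the correlation estimated from the residuals and with fry, each adjusted over the 248 tests of a list in a comparison. Of these tests 82 passed with the preset correlation, 0 with an estimated correlation and 112 with fry, and 16 lists share tested genes with another list. Counts "adjusted over the list alone" apply Benjamini-Hochberg to the members of that list. Histone genes carry newer symbols in the annotation than in the pattern set for them, so they were matched through the synonyms of the reference table. Chromosomes were tested with camera against the other genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

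The comparisons, lists, and thresholds, and most of the alternatives, were set before the data were examined. Genes named in the text are the study's own, the 10 highest and 10 lowest called genes per comparison whose groups do not overlap (without predicted genes, small RNAs, olfactory or vomeronasal receptors and antigen receptor segments), and up to 4 called members of largest change per list described, or the 2 largest if none was called. Features named with several histone genes, the X and Y transcripts and the split by founder line were looked at after the values were seen. The steps were tested on simulated data with 200 changed genes: 87 of 100 genes with a log2 change of 1 and 94 of 100 with a change of 2 were recovered, and 9 unchanged genes were called. In the same comparison 0 of 30 lists without changed genes were called, and in a comparison with no change 0 genes were called. The simulated noise was independent between genes, so this did not check the preset correlation of camera. For pairs of comparisons that share the WT arrays, 100 sets of unchanged values were simulated.

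Alternatives tried were quantile normalization, a shift of each array to the same median, no filter on dim features, a filter at the 75th percentile, the mean of a gene's features, every feature of the table, eBayes with trend and robust, array weights, only the arrays compared, a log2 change of at least 1, an adjusted p under 0.01, the type of sample code (letter or number) as a term, each array left out in turn, founder line as a term, the 6 Lck-MyrAkt2 tumors as 1 group, line 420 in place of line 72 and a mean in place of a median. Added after the data were seen were tests without the genes on X and Y, the double transgenic tumors of founder line 47 or 86 alone, and a shared spread without line 420. Not analysed here are Ptk2 and Appl2, for which no feature is named in the annotation table, and Dlx1as and Jak3, which appear only on features named with several genes.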

Results

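RNA from samples described as T cells, from 5 groups of mice, was hybridized to 16 whole-transcript mouse expression arrays, with 1 array per sample. The groups were 3 Lck-Dlx5 lymphomas, 3 Lck-MyrAkt2 tumors of founder line 72, 3 Lck-MyrAkt2 tumors of founder line 420, 4 tumors of mice with both transgenes (double transgenic tumors), and 3 samples of wild-type (WT) littermates. Both transgenes are driven by the Lck promoter, which is active in developing T cells. Dlx5 is a homeobox transcription factor, and MyrAkt2 is a membrane-bound, active form of the kinase Akt2. According to the labels, WT and Lck-Dlx5 mice were 9 months old, Lck-MyrAkt2 mice 5 months and double transgenic mice 2 months, so age goes with genotype and could not be separated from it. Sex, read from X- and Y-linked transcripts, also goes with group between line 72 tumors and WT, as given below. The Lck-Dlx5 lymphomas came from founder lines 63, 47 and 86 (1 each), and the double transgenic tumors from founder lines 47 and 86 (2 each). The labels name line 420 as the source of the MyrAkt2 transgene in the founder line 47 double transgenic tumors and give no Akt2 line for those of founder line 86. Array medians ran from 6.32 to 6.47 on the log2 scale. Levels below the array median were not separated from background, so the size of a fold against such a level is uncertain. Across genes, arrays of the same group correlated at 0.992 to 0.993 for WT and at 0.909 to 0.980 for the tumor groups, and arrays of different groups at 0.849 to 0.963. The precision of every value is limited by the number of arrays, and a gene is called below when its adjusted p from limma is under 0.05 among the 12933 genes tested.

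The comparison of Lck-Dlx5 lymphomas with WT T cells asked which genes are expressed differently in these lymphomas. Dlx5 itself lay at 11.94 ± 0.44 (SD, n = 3) in the lymphomas and 5.76 ± 0.06 (SD, n = 3) in WT on the log2 scale, a 72.6-fold rise (log2 difference 6.18 ± 0.27 SE, adjusted p = 1.45e-08). Bex1, a brain-expressed X-linked gene, rose 29.0-fold and Glp1r, the receptor of glucagon-like peptide 1, rose 25.5-fold. The WT levels of all 3 genes lay below the array median (5.08 for Bex1 and 5.58 for Glp1r), so these folds are uncertain in size. The D-type cyclins went in opposite directions: Ccnd1 rose 4.90-fold (log2 difference 2.29 ± 0.52 SE) and Ccnd2 fell by 4.45 ± 0.83 (SE) on the log2 scale. Myc, a transcription factor that drives growth, rose 2.13-fold (adjusted p = 0.00548). The called genes numbered 3827, of which 1771 were higher and 2056 lower in the lymphomas, and 282 and 626 of these changed at least 2-fold. The 2 groups did not overlap for 3792 of the called genes and for 52.8% of all genes tested, where chance gives 10%.

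Notch receptors, which drive early T cell development, did not pass the test here. Notch1 lay at 11.57 ± 0.13 (SD, n = 3) in the lymphomas and 10.46 ± 0.08 (SD, n = 3) in WT (log2 difference 1.11 ± 0.73 SE, adjusted p = 0.267). Notch3 lay at 9.97 ± 0.11 (SD) and 8.39 ± 0.13 (SD), a log2 difference of 1.58 ± 0.69 (SE, adjusted p = 0.0978). Hes1, a Notch target, differed by 1.43 ± 0.65 (SE, adjusted p = 0.113), with an SD of 1.03 in the lymphomas. For Notch1 and Notch3 every lymphoma was above every WT sample. The spread entering limma came from all 5 groups, and with only the 6 arrays compared the adjusted p was 0.000558 for Notch1, 0.000165 for Notch3 and 0.0459 for Hes1. Over the alternatives tried it ran from 0.000558 to 0.399 for Notch1, from 0.000165 to 0.201 for Notch3 and from 0.0170 to 0.314 for Hes1, which passed without Lck-Dlx5 replicate 2 (adjusted p = 0.0443). Of 13 Notch targets tested, a list that includes Notch1 and Notch3 themselves, 3 were called higher, 0 lower and 10 did not pass (3 higher when adjusted over the list alone). The list did not pass (adjusted p = 0.137). Among them Heyl, a basic helix-loop-helix repressor, rose by a log2 difference of 1.12 ± 0.18 (SE). In the GRCm38.p6 assembly Notch1 lies on chromosome 2 from 26457902 to 26503822 and Notch3 on chromosome 17 from 32120820 to 32166896.

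**Figure D1:**
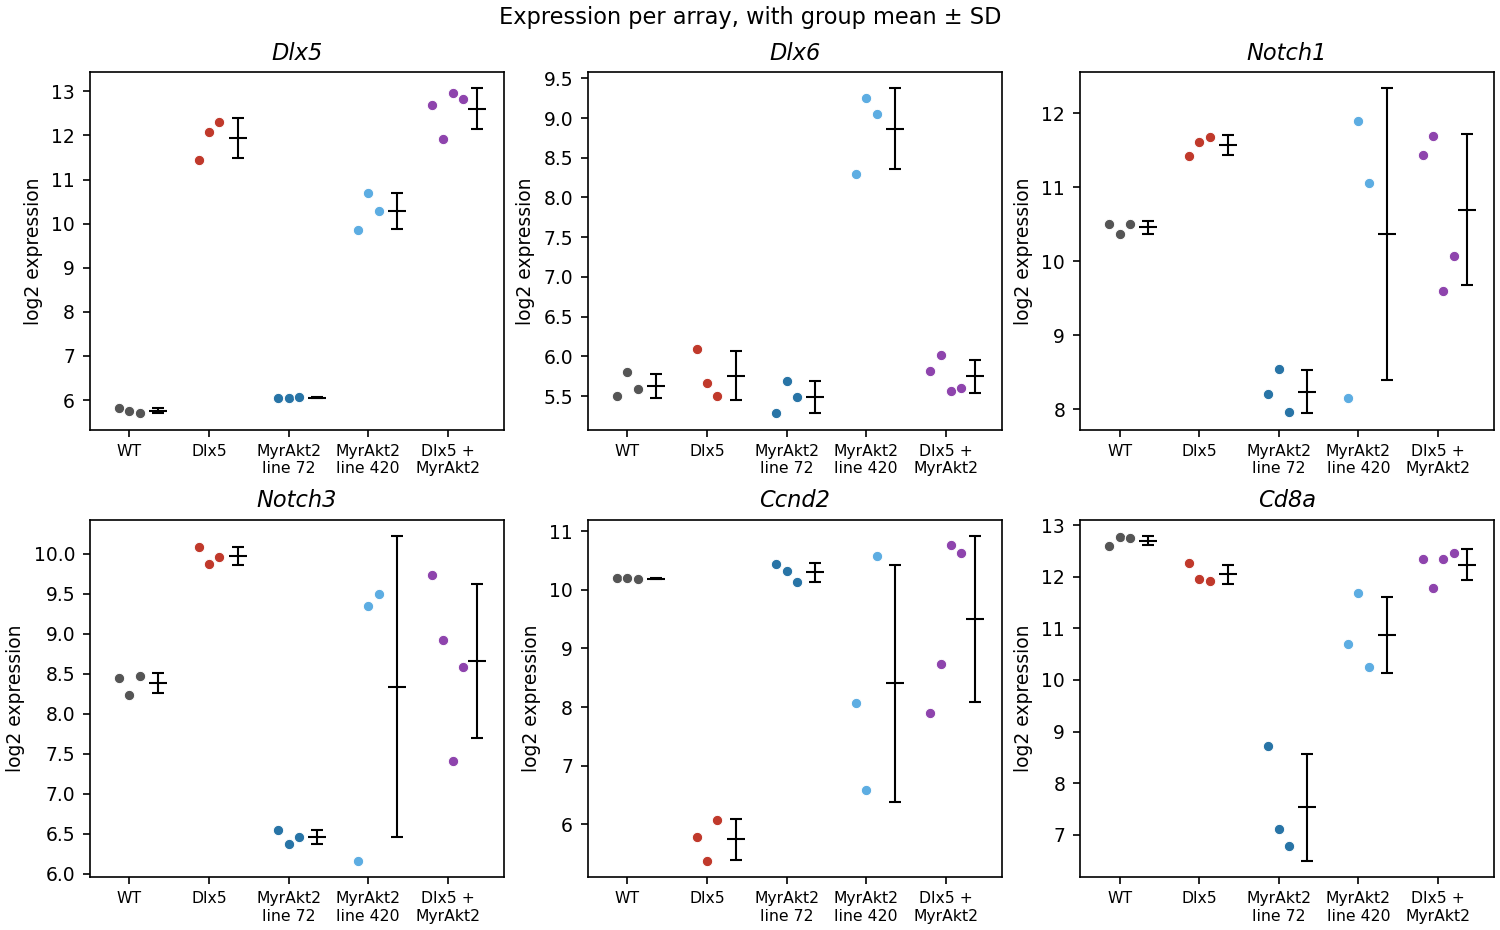
Log2 expression of 6 genes (Dlx5, Dlx6, Notch1, Notch3, Ccnd2 and Cd8a) on each array, with 1 point per array and the mean ± SD of each of the 5 groups. Dlx5 lies at 9.87 or more in every line 420, Lck-Dlx5 and double transgenic tumor and at 6.07 or less in every line 72 tumor and WT sample.

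Growth genes rose as groups in Lck-Dlx5 lymphomas. Of 28 cell cycle genes, 25 were called higher and 0 lower (27 and 0 adjusted over the list alone), with a median log2 difference of 0.72; examples are the checkpoint kinase Bub1b (1.24 ± 0.23 SE) and the replication helicase subunit Mcm3 (0.94 ± 0.19 SE). The list passed (adjusted p = 1.26e-10), with adjusted p = 0.438 with an estimated correlation. Of 19 Myc targets, 18 rose and 0 fell (18 and 0 adjusted over the list alone), among them the transferrin receptor Tfrc (1.68 ± 0.20 SE) and the polyamine enzyme Odc1 (1.41 ± 0.15 SE), with adjusted p = 1.63e-10 for the list and adjusted p = 0.298 with an estimated correlation. Of 23 replication-dependent histone genes, 11 rose and 0 fell (12 and 0 adjusted over the list alone), including H2bc14 (1.47 ± 0.30 SE) and H1f3 (1.38 ± 0.20 SE), with adjusted p = 1.6e-05 and adjusted p = 0.443 with an estimated correlation. Glycolysis genes (8 of 13 higher, 0 lower, 9 and 0 adjusted over the list alone) included Tpi1 (1.71 ± 0.24 SE), with adjusted p = 0.000227 and adjusted p = 0.456 with an estimated correlation. Genes of nucleotide synthesis (12 of 18 higher, 0 lower, 13 and 0 adjusted over the list alone) included the serine hydroxymethyltransferases Shmt1 (1.34 ± 0.23 SE) and Shmt2 (1.25 ± 0.24 SE), with adjusted p = 3.39e-06 and adjusted p = 0.443 with an estimated correlation. DNA repair genes had 6 of 14 higher, Brca2 among them (1.16 ± 0.17 SE), without passing as a list (adjusted p = 0.105).

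Genes of later T cell stages fell in Lck-Dlx5 lymphomas. Of 15 mature T cell genes, 12 fell and 0 rose, with a median log2 difference of -2.41 (adjusted p = 3.42e-07, and adjusted p = 0.298 with an estimated correlation). Ms4a4b dropped by 3.68 ± 0.32 (SE) and Il7r, the interleukin 7 receptor, dropped by 3.26 ± 0.50 (SE). Among 13 double-positive stage genes 7 fell and 0 rose (9 fell adjusted over the list alone), with adjusted p = 0.000798 and adjusted p = 0.412 with an estimated correlation. The recombination gene Rag2 dropped by 2.63 ± 0.48 (SE). Of 13 genes that FoxO factors activate, 8 fell and 0 rose (8 and 0 adjusted over the list alone), such as the chemokine receptor Ccr7 (-2.83 ± 0.34 SE) and S1pr1 (-2.01 ± 0.30 SE), with adjusted p = 0.000431 and adjusted p = 0.213 with an estimated correlation. Interferon response genes had 15 of 20 lower and 0 higher (15 lower adjusted over the list alone), among them Trim30a (-2.82 ± 0.44 SE), Ifit1 (-2.47 ± 0.42 SE) and Xaf1, an apoptosis factor (-1.89 ± 0.35 SE), with adjusted p = 9.93e-07 and adjusted p = 0.404 with an estimated correlation. Lists that did not pass were PI3K-Akt components (1 higher, 2 lower of 18, adjusted p = 0.103), G1 cyclins and inhibitors (4 higher, 3 lower of 13, adjusted p = 0.648), double-negative stage (1 higher, 3 lower of 12, adjusted p = 0.234), T-ALL oncogenes (0 higher, 1 lower of 6, adjusted p = 0.508), fatty acid synthesis (2 higher, 1 lower of 12, adjusted p = 0.307) and the Dlx family (1 higher of 5, adjusted p = 0.116).

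Apoptosis genes moved both ways. In the death receptor and Bcl2 family list 2 of 13 rose and 5 fell (2 and 5 adjusted over the list alone, adjusted p = 0.248), and the survival factors Bcl2 (-2.45 ± 0.61 SE) and Bcl2l1 (-1.24 ± 0.25 SE) were among those that fell. The death receptor Fas fell by 1.43 ± 0.45 (SE, adjusted p = 0.0278), a call that ended without Lck-Dlx5 replicate 3 (adjusted p = 0.107) and without WT replicates 1, 2 or 3 (0.0689, 0.0703 and 0.0696), over a range of 0.00117 to 0.107. Among p53 targets 1 of 13 rose and 1 fell (adjusted p = 0.955). Tnf, an inflammatory cytokine, differed by 0.24 ± 0.24 (SE, adjusted p = 0.477) and Irs2, an insulin receptor adaptor, by -0.12 ± 0.35 (SE, adjusted p = 0.833). The genes that the study text calls higher than in WT had 2 of 6 called (adjusted p = 0.0588), those called lower had 2 of 3 called (adjusted p = 0.262), and those called lower than in Lck-MyrAkt2 tumors had 3 of 3 called lower than in WT (adjusted p = 0.0427, and adjusted p = 0.394 with an estimated correlation). Among the 6 is Irs2, whose rise the study places in T cells before malignancy and not in the lymphomas. These 3 lists were chosen on the same samples and are not independent evidence. The last call ended without Lck-Dlx5 replicate 2 (adjusted p = 0.0558) or 3 (adjusted p = 0.0594), over a range of 0.00605 to 0.0669.

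Markers of other cell types also differed between the lymphomas and WT, so part of what falls against WT may come from other cells in the WT samples. The neutrophil genes Ngp (-3.41 ± 0.44 SE) and S100a8 (-2.93 ± 0.43 SE) were among 7 of 11 lower (9 adjusted over the list alone, adjusted p = 0.000144, and adjusted p = 0.443 with an estimated correlation). The thymic epithelium markers Prss16 (-3.41 ± 0.28 SE) and Krt18 (-1.29 ± 0.19 SE) were among 8 of 9 lower (adjusted p = 7.8e-06, and adjusted p = 0.298 with an estimated correlation). B cell markers had 5 of 8 lower, including Cd79b (-2.26 ± 0.40 SE), with adjusted p = 0.0018 and adjusted p = 0.443 with an estimated correlation. Both erythroid genes tested were lower (adjusted p = 0.0346, and adjusted p = 0.394 with an estimated correlation), a call that ended without Lck-Dlx5 replicate 1 (adjusted p = 0.0518) or 2 (adjusted p = 0.0550), over a range of 0.0164 to 0.175. No list-wide difference was called for macrophage and dendritic cell (2 higher, 2 lower of 15, adjusted p = 0.832), NK and cytotoxic (1 higher, 1 lower of 4, adjusted p = 0.999), fibroblast and endothelium (0 of 11, adjusted p = 0.486), adipocyte (1 higher of 3, adjusted p = 0.312) or immediate early and heat shock genes (1 lower of 14, adjusted p = 0.621). With each array shifted to the same median, 2361 genes were called higher and 1604 lower than in WT, so the direction of the split depends on the scaling. Without WT replicate 1 the number called was 2398, and without WT replicate 2 it was 2372.

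A gain of chromosome 15 is the karyotype change that the study names as recurring in Lck-Dlx5 lymphomas, and a gain would raise genes across the chromosome. The 538 tested genes on chromosome 15 had a median log2 difference from WT that was 0.11 above that of the other autosomes (adjusted p = 0.272 over 152 tests of a chromosome in a comparison). By array the shift was 0.03, 0.23 and 0.10 in Lck-Dlx5 replicates 1, 2 and 3. The study's karyotypes are of cell lines, and it lists trisomy 15 in lines named for the tumors of replicates 2 and 3. No line from the tumor of replicate 1 is among those karyotyped. In 1 line 420 array (replicate 1) it was 0.27, above all 3. The shift was larger among brighter genes: with a filter at the 75th percentile it was 0.21. Of the 152 tests 6 passed with the preset correlation and 0 with an estimated one. The 638 genes on chromosome 10 were shifted by 0.165 in line 72 against WT (adjusted p = 0.0224), -0.206 in Lck-Dlx5 lymphomas against line 72 (adjusted p = 0.000244), -0.192 in line 420 against line 72 (adjusted p = 2.56e-05) and -0.096 in double transgenic against Lck-MyrAkt2 tumors (adjusted p = 0.00913), each with adjusted p = 0.992 with an estimated correlation. Chromosome 14 was shifted by -0.116 in line 420 against line 72 (adjusted p = 0.0064, and adjusted p = 0.251 with an estimated correlation). Chromosome 15 was shifted by -0.122 in double transgenic against Lck-Dlx5 tumors (adjusted p = 0.000989, and adjusted p = 0.992 with an estimated correlation).

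**Figure D2:**
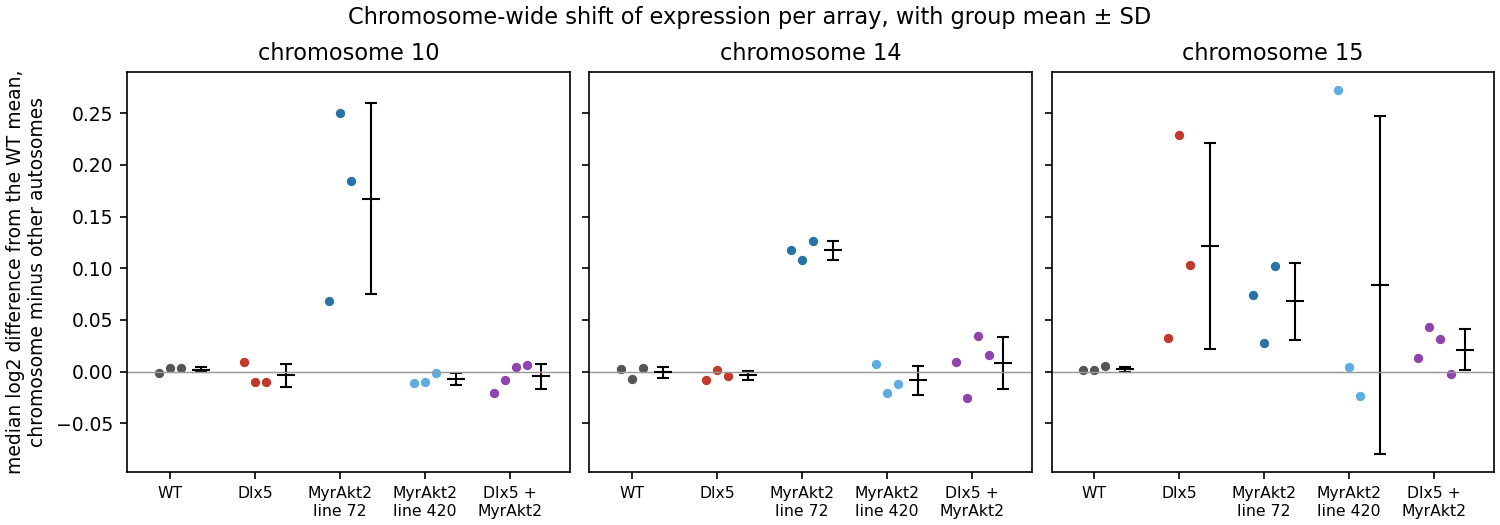
Median log2 difference from the WT mean of the genes on chromosomes 10, 14 and 15 minus that of the other autosomes, with 1 point per array and the mean ± SD of each group. On chromosome 15 the Lck-Dlx5 arrays lie at 0.03, 0.23 and 0.10, and on chromosome 14 the line 72 arrays lie at 0.12, 0.11 and 0.13.

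Lck-MyrAkt2 tumors of line 72 were compared with WT to find genes that both kinds of tumor share. Genes of CD4 and CD8 double-positive thymocytes were among those that fell most: Rag2 lay at 4.50 ± 0.45 (SD, n = 3) against 10.93 ± 0.09 (SD, n = 3) in WT, an 86.2-fold difference (adjusted p = 1.34e-06) whose size is uncertain because the line 72 level lay below the array median. The coreceptor Cd8a was 35.8-fold lower (-5.16 ± 0.42 SE) and the chromatin organizer Satb1 33.2-fold lower. Apart from Xist, given below, the highest calls included Shisa6 (26.3-fold, log2 difference 4.71 ± 0.13 SE, adjusted p = 4.33e-11), the bactericidal protein Bpi (19.4-fold), the B cell attracting chemokine Cxcl13 (18.1-fold) and the arginase Arg1 (14.4-fold). Myc rose 3.64-fold (1.87 ± 0.25 SE, adjusted p = 8.43e-05) and Fas fell by 3.13 ± 0.45 (SE), while Dlx5 differed by 0.29 ± 0.27 (SE, adjusted p = 0.426). In all, 4699 genes were called, 2681 higher and 2018 lower, and the groups did not overlap for 4661 of them and for 58.2% of all genes tested. With each array shifted to the same median, the median over all genes moved from 0.045 to -0.009, so the excess of higher genes may depend on the scaling.

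Notch1 was 4.66-fold lower (-2.22 ± 0.73 SE, adjusted p = 0.028) and Notch3 3.79-fold lower (-1.92 ± 0.69 SE, adjusted p = 0.0418) in line 72 tumors than in WT. The Notch1 call ended without line 72 replicate 1 (adjusted p = 0.0620) or 3 (0.0772) and without WT replicate 1 (0.0698), 2 (0.0635) or 3 (0.0680), and the Notch3 call ended without any 1 of the 6 arrays (0.0764 to 0.0975). Over all alternatives the adjusted p ran from 7.04e-05 to 0.279 for Notch1 and from 3.06e-05 to 0.319 for Notch3. Notch2 rose by 0.65 ± 0.17 (SE) and Lats2, a Hippo pathway kinase, rose by 1.52 ± 0.30 (SE, adjusted p = 0.00146). Double-positive stage genes had 12 of 13 lower and 0 higher (adjusted p = 4.29e-10, and adjusted p = 0.196 with an estimated correlation). FoxO-activated genes had 8 of 13 lower and 1 higher (10 and 1 adjusted over the list alone), including the cyclin kinase inhibitor Cdkn1b (-2.03 ± 0.17 SE), with adjusted p = 1.92e-05 and adjusted p = 0.196 with an estimated correlation. All 19 Myc targets rose, such as the nucleolar helicase Ddx21 (1.68 ± 0.15 SE), with adjusted p = 1.26e-10 and adjusted p = 0.298 with an estimated correlation. Of 28 cell cycle genes 15 rose and 0 fell (adjusted p = 0.000822, and adjusted p = 0.651 with an estimated correlation), while of 23 histone genes 2 rose and 3 fell (adjusted p = 0.337), the latter including H2bc21 (-2.07 ± 0.18 SE) and H2aw (-1.84 ± 0.20 SE). Nucleotide synthesis had 15 of 18 higher (adjusted p = 5.28e-06, and adjusted p = 0.443 with an estimated correlation) and glycolysis 10 of 13 higher (adjusted p = 0.00172, and adjusted p = 0.505 with an estimated correlation).

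Mature T cell genes had 7 of 15 lower in line 72 tumors than in WT (adjusted p = 0.000723, and adjusted p = 0.443 with an estimated correlation), and interferon response genes 9 of 20 lower (adjusted p = 0.000172, and adjusted p = 0.456 with an estimated correlation). DNA repair genes had 6 of 14 higher, such as Parp1 (1.10 ± 0.16 SE), with adjusted p = 0.0137 and adjusted p = 0.298 with an estimated correlation; the call ended with the mean of a gene's features (adjusted p = 0.110), over a range of 0.00108 to 0.110. PI3K-Akt components had 6 of 18 lower and 1 higher, among them the PI3K inhibitor Pik3ip1 (-1.67 ± 0.30 SE), with adjusted p = 0.0324 and adjusted p = 0.412 with an estimated correlation. That call ended without line 72 replicate 2 (adjusted p = 0.0676), over a range of 0.0126 to 0.0676. Among markers of other cells, B cell genes had 7 of 8 lower (adjusted p = 0.00116, and adjusted p = 0.443 with an estimated correlation) and thymic epithelium genes 6 of 9 lower (adjusted p = 0.000741, and adjusted p = 0.394 with an estimated correlation). Fibroblast and endothelium genes had 5 of 11 higher and adipocyte genes 2 of 3 higher, without passing as lists (adjusted p = 0.415 and 0.258). Macrophage and dendritic cell genes had 7 of 15 higher, including Cd68 (1.61 ± 0.26 SE) and C1qa (1.27 ± 0.26 SE), with adjusted p = 0.0335 and adjusted p = 0.667 with an estimated correlation. This call ended without line 72 replicate 2 (adjusted p = 0.0880), over a range of 0.00381 to 0.0880. The Y-linked gene Uty was 54.5-fold lower and the X-inactivation transcript Xist 85.1-fold higher in line 72 (adjusted p = 0.0440 for Xist, a call lost on leaving out any 1 of the 6 arrays), while 125 of the 4699 called genes lay on X or Y.

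The study sorts genes into those common to both kinds of tumor and those particular to Lck-Dlx5 lymphomas. Against WT, 2260 genes were called in both in the same direction, 1143 higher and 1117 lower, and 61 in opposite directions. Independent calls would share 367.1 higher and 320.8 lower genes. Both comparisons use the same 3 WT samples, so simulated unchanged groups that share them were run as well: these shared 0.02 genes on average (at most 1 in 100 sets), with a covariance of 0.03 against 0.258 here and a correlation across genes of 0.501 against 0.584 here. With no changed genes in the simulated groups hardly any call can arise. Their shared count therefore does not show what shared controls add where many genes change. The WT samples are too few to split, so part of the excess may come from the shared controls. Leaving out WT replicate 1 gave 1393 shared genes and leaving out WT replicate 2 gave 1344. With line 420, the other Lck-MyrAkt2 line, Lck-Dlx5 lymphomas shared 2606 genes against WT, 1236 higher and 1370 lower, and 1 was opposite. The correlation across genes was 0.832 there, against 0.499 in the simulated groups. With double transgenic tumors 2131 genes were shared and 2 were opposite (correlation 0.821, against 0.534 simulated).

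Lck-Dlx5 lymphomas were compared with line 72 tumors directly, which asks what differs between lymphomas driven by the 2 transgenes. Dlx5 was 59.3-fold higher in Lck-Dlx5 lymphomas (5.89 ± 0.27 SE, adjusted p = 9.74e-09). Notch1 was 10.1-fold higher (11.57 ± 0.13 SD against 8.24 ± 0.29 SD, n = 3 each, adjusted p = 0.00624) and Notch3 11.4-fold higher (log2 difference 3.51 ± 0.69 SE, adjusted p = 0.00338). WT lay between the 2 tumor groups, at 10.46 for Notch1 and 8.39 for Notch3. In the fit of all arrays only the fall of line 72 below WT was called (-2.22 for Notch1 and -1.92 for Notch3). Ccnd2 was 23.5-fold lower (-4.55 ± 0.83 SE), Lats2 6.01-fold lower and Pdcd1, the inhibitory receptor PD-1, 27.6-fold lower. Cd8a was 22.8-fold higher, and Notch2 fell by 0.93 ± 0.17 (SE, adjusted p = 0.00231). The called genes numbered 2552, of which 898 were higher and 1654 lower, and the groups did not overlap for 2458 of them and for 36.5% of all genes tested.

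Notch targets as a list were higher in Lck-Dlx5 lymphomas than in line 72 tumors, with 5 of 13 called higher and 1 lower (6 and 1 adjusted over the list alone, adjusted p = 0.00126, and adjusted p = 0.443 with an estimated correlation). The receptors Notch1 and Notch3, given above, are members of this list and were among the 5 called higher, and Myc was the 1 called lower. Dtx1, a Notch-induced ubiquitin ligase, led them (3.85 ± 0.77 SE, adjusted p = 0.00385). Replication-dependent histones had 14 of 23 higher and 0 lower (16 and 0 adjusted over the list alone), with a median log2 difference of 0.58. Examples are H2aw (1.89 ± 0.20 SE), H2bc21 (1.73 ± 0.18 SE) and H1f2 (1.33 ± 0.22 SE), and the list passed with adjusted p = 4.29e-10 and adjusted p = 0.298 with an estimated correlation. Against WT, line 72 was lower in H2aw (-1.84) and H2bc21 (-2.07), so for these 2 genes the difference came mainly from line 72. H1f2 was 0.99 higher in Lck-Dlx5 lymphomas than in WT. Of 33 features that the annotation assigns to several histone genes, which the list leaves out, 9 were higher and 0 lower. Double-positive stage genes had 8 of 13 higher, among them Arpp21 (4.19 ± 0.28 SE) and Satb1 (4.05 ± 0.36 SE), with adjusted p = 1.36e-08 and adjusted p = 0.213 with an estimated correlation. Cell cycle genes had 9 of 28 higher, such as the mitotic kinesin Kif11 (0.58 ± 0.12 SE), and 1 lower (adjusted p = 0.000939, and adjusted p = 0.651 with an estimated correlation). Myc targets had 1 higher and 3 lower of 19 (adjusted p = 0.0514). Myc itself was lower in Lck-Dlx5 lymphomas than in line 72 tumors (log2 difference -0.77 ± 0.25 SE, adjusted p = 0.0404). By real-time PCR the study reported Myc raised in Lck-Dlx5 over Lck-MyrAkt2 lymphomas, in a larger set of tumors from both Lck-MyrAkt2 lines. The cyclin kinase inhibitor Cdkn1b was higher by 1.49 ± 0.17 (SE).

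Of the genes the study text names as lower in Lck-Dlx5 than in Lck-MyrAkt2 tumors, 3 of 3 tested were called lower (adjusted p = 0.010, and adjusted p = 0.298 with an estimated correlation), a list chosen on these samples and not independent evidence. They are Lats2 (-2.59 ± 0.30 SE, adjusted p = 7.05e-05), the methylcytosine dioxygenase Tet2 (-2.09 ± 0.55 SE, adjusted p = 0.0178) and the kinase Tnik (-1.27 ± 0.35 SE, adjusted p = 0.0219). The Tet2 call ended without Lck-Dlx5 replicate 3 (adjusted p = 0.0589) or line 72 replicate 1 (0.0509), over a range of 0.00211 to 0.107. The Tnik call ended without Lck-Dlx5 replicate 2 (adjusted p = 0.0546) or 3 (0.0709) or line 72 replicate 1 (0.0746) or 3 (0.0553), over a range of 0.00703 to 0.314. Of other-cell markers, neutrophil genes had 7 of 11 lower in Lck-Dlx5 lymphomas, S100a8 by -3.02 ± 0.43 (SE), with adjusted p = 0.000133 and adjusted p = 0.443 with an estimated correlation. Macrophage and dendritic cell genes had 2 of 15 lower (adjusted p = 0.00828, and adjusted p = 0.604 with an estimated correlation), a call that ended without Lck-Dlx5 replicate 3 (0.0981) or line 72 replicate 2 (0.0854). Both erythroid genes were lower, Car2 by -3.80 ± 0.35 (SE), with adjusted p = 0.000822 and adjusted p = 0.223 with an estimated correlation. With each array shifted to the same median the split was 1637 higher and 1066 lower, and the median over all genes moved from -0.04 to 0.09. Without line 72 replicate 3 the number called was 1661, with only the arrays compared it was 1664, and with the 6 Lck-MyrAkt2 tumors of both lines as 1 group it was 170, when adjusted p was 0.122 for Notch1, 0.0807 for Notch3 and 0.0643 for Dlx5, over ranges of 0.000123 to 0.122, 2.76e-05 to 0.0807 and 8.61e-10 to 0.0643.

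**Figure D3:**
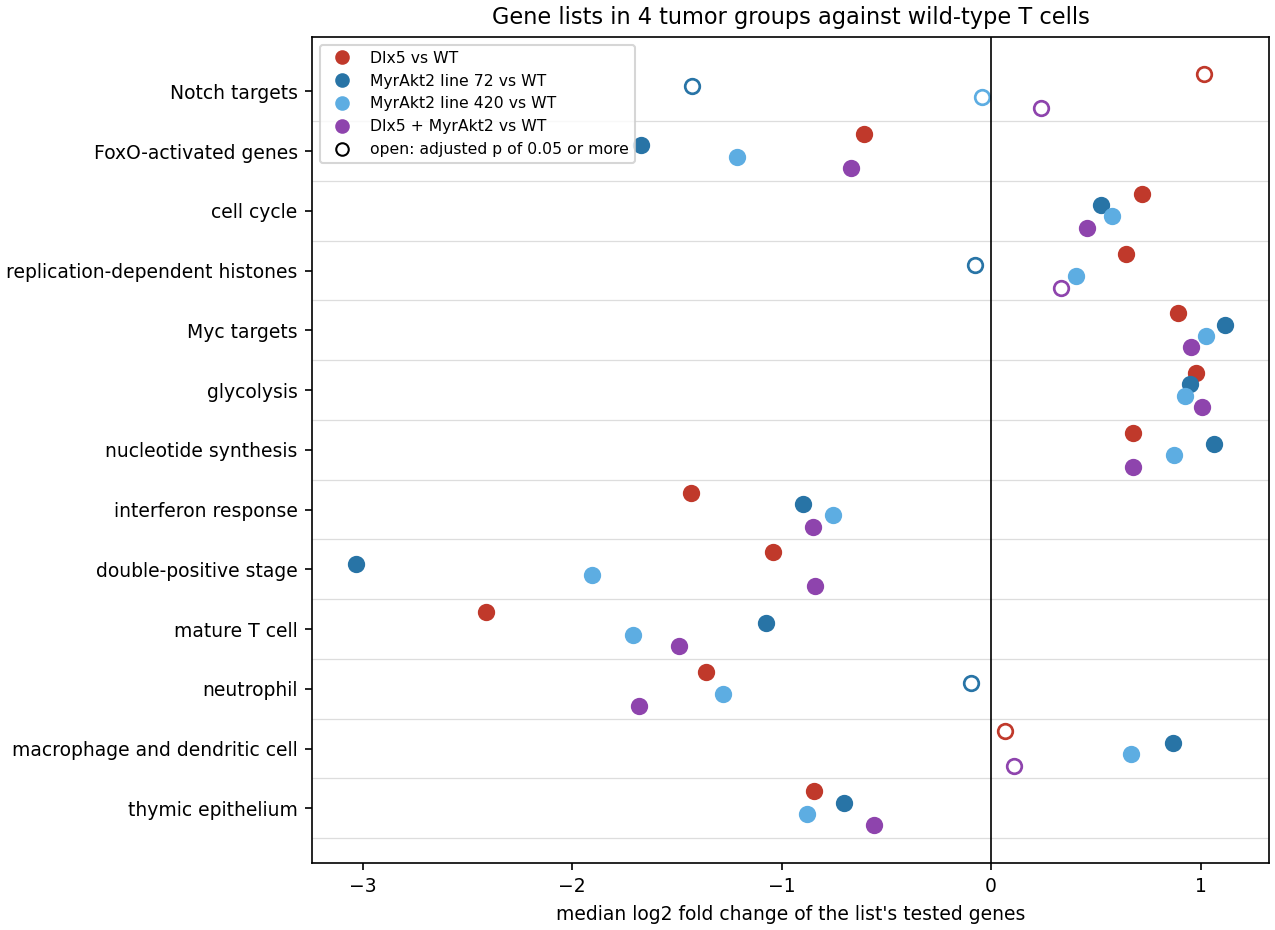
Median log2 fold change against WT of 13 gene lists in the 4 tumor groups, with filled symbols for lists called by camera with the preset correlation and open symbols for an adjusted p of 0.05 or more. Myc targets and glycolysis lie above 0 in every tumor group, and the double-positive list is lowest in line 72, at -3.03.

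Lck-MyrAkt2 tumors of line 420 were examined because they carry the same transgene as line 72. Dlx5, which is not part of their transgene, lay at 10.28 ± 0.41 (SD, n = 3), 22.9-fold above WT (adjusted p = 2.1e-07) and 18.7-fold above line 72 (log2 difference 4.23 ± 0.27 SE, adjusted p = 3.91e-07). Its neighbor Dlx6 was 3.38 ± 0.23 (SE) above line 72 and the antisense transcript Dlx6os1 was 2.74 ± 0.18 (SE) above it. In the GRCm38.p6 assembly Dlx5 lies on chromosome 6 at 6877801 to 6882068, Dlx6 at 6863334 to 6867970 and Dlx6os1 at 6820543 to 6871627. The Dlx family had 4 of 5 members higher than in WT (adjusted p = 0.000134, and adjusted p = 0.283 with an estimated correlation) and 4 of 5 higher than in line 72 (adjusted p = 3.42e-07, and adjusted p = 0.196 with an estimated correlation). Dlx2, on chromosome 2, was 2.53 ± 0.71 (SE) above WT (adjusted p = 0.0159), a call that ended without line 420 replicate 2 (adjusted p = 0.0708, the highest over the alternatives tried).

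Bex1 was 98.2-fold and Glp1r 35.9-fold higher in line 420 tumors than in WT, and both were also among the highest genes against line 72 (58.1-fold and 34.0-fold), with WT and line 72 below the array median. Ccnd1 rose 5.68-fold over WT (2.51 ± 0.52 SE), Myc 2.43-fold (1.28 ± 0.25 SE), and Fas fell by 2.55 ± 0.45 (SE). Notch1 varied within the line, at 8.15, 11.90 and 11.06 on the 3 arrays, and was not called against WT (adjusted p = 0.943) or line 72 (adjusted p = 0.0779). Against line 72 it passed without line 420 replicate 1 (adjusted p = 0.00130), as did Notch3 (0.00103), over ranges of 0.00130 to 0.294 and 0.00103 to 0.318. Myc targets had 18 of 19 higher than in WT, among them Srm (1.39 ± 0.22 SE), with adjusted p = 1.13e-10 and adjusted p = 0.298 with an estimated correlation. FoxO-activated genes had 8 of 13 lower, the repressor Bcl6 by -3.25 ± 0.50 (SE), with adjusted p = 6.93e-05 and adjusted p = 0.196 with an estimated correlation. PI3K-Akt components had 7 of 18 lower and 0 higher, the lymphocyte PI3K subunits Pik3cd (-1.74 ± 0.40 SE) and Pik3cg (-1.62 ± 0.25 SE) among them, with adjusted p = 0.00643 and adjusted p = 0.298 with an estimated correlation. Cell cycle genes had 15 of 28 higher (adjusted p = 4.2e-06, and adjusted p = 0.497 with an estimated correlation), and double-positive stage genes had 10 of 13 lower (adjusted p = 2.52e-06, and adjusted p = 0.298 with an estimated correlation).

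Against line 72, line 420 tumors had 7 of 13 double-positive stage genes higher and 0 lower, including Arpp21 (3.98 ± 0.28 SE) and Satb1 (3.41 ± 0.36 SE), with adjusted p = 1.47e-06 and adjusted p = 0.298 with an estimated correlation. Histone genes had 5 of 23 higher and 0 lower (8 and 0 adjusted over the list alone), H2bc21 by 1.89 ± 0.18 (SE), with adjusted p = 2.52e-06 and adjusted p = 0.404 with an estimated correlation. Lats2 was lower by -2.12 ± 0.30 (SE, adjusted p = 0.000445). B cell markers had 4 of 8 higher, among them Bank1 (2.07 ± 0.27 SE) and Ms4a1 (1.83 ± 0.41 SE), with adjusted p = 7.8e-06 and adjusted p = 0.298 with an estimated correlation. Neutrophil markers had 6 of 11 lower (adjusted p = 2.3e-05, and adjusted p = 0.443 with an estimated correlation), and against WT they had 8 of 11 lower (adjusted p = 0.000274, and adjusted p = 0.448 with an estimated correlation). Both erythroid genes were lower than in line 72 (adjusted p = 0.000431, and adjusted p = 0.213 with an estimated correlation). Immediate early and heat shock genes, which respond to handling, had 4 of 14 lower than in line 72 without passing as a list (adjusted p = 0.0587, over a range of 0.00583 to 0.124). Thymic epithelium markers had 8 of 9 lower than in WT (adjusted p = 4.66e-06, and adjusted p = 0.298 with an estimated correlation). Macrophage and dendritic cell markers had 5 of 15 higher than in WT (adjusted p = 0.0291, and adjusted p = 0.656 with an estimated correlation), a call that ended without line 420 replicate 3 (adjusted p = 0.126) and with a filter at the 75th percentile (0.0757). In total 3947 genes were called against WT (1954 higher, 1993 lower) and 1445 against line 72 (482 higher, 963 lower). With each array shifted to the same median the split against line 72 was 675 higher and 727 lower. The number called against line 72 was 895 without line 420 replicate 2, 959 without line 72 replicate 3 and 813 with only the arrays compared.

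Double transgenic tumors were compared with WT to describe tumors of mice labeled as carrying both transgenes. Dlx5 was 115-fold higher at 12.60 ± 0.46 (SD, n = 4), Glp1r 69.1-fold and Bex1 55.3-fold higher, again against WT levels below the array median. The Akt2 feature lay at 9.60 on average in founder line 47 and 10.08 in founder line 86 double transgenic tumors, at 9.60 in line 420, 9.96 in line 72 and 9.80 in WT. It was therefore not raised over WT in line 420 or in the founder line 47 tumors, and whether it detects the transgene was not tested. Ccnd1 rose 5.14-fold (2.36 ± 0.49 SE), Myc 2.78-fold (1.48 ± 0.23 SE, adjusted p = 0.000787), and Fas fell by 1.72 ± 0.42 (SE). The sialic acid hydroxylase Cmah was 22.8-fold lower and the cystine transporter Slc7a11 20.4-fold lower. Notch1 lay at 10.70 ± 1.02 (SD), 0.24 ± 0.68 (SE) from WT (adjusted p = 0.839). By array it was 11.43 and 11.69 in founder line 47, above every WT sample, and 9.60 and 10.07 in founder line 86, below every WT sample (-1.73 ± 0.78 SE between the founder lines, adjusted p = 0.233). Ccnd2 differed by -0.69 ± 0.78 (SE, adjusted p = 0.569). Of 3080 genes called, 1924 were higher and 1156 lower.

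Myc targets had 18 of 19 higher in double transgenic tumors than in WT, such as Tfrc (1.88 ± 0.18 SE), with adjusted p = 1.26e-10 and adjusted p = 0.298 with an estimated correlation. Glycolysis had 10 of 13 higher, such as Tpi1 (1.83 ± 0.23 SE), with adjusted p = 1.67e-05 and adjusted p = 0.443 with an estimated correlation. Nucleotide synthesis had 14 of 18 higher, such as Ctps (1.15 ± 0.17 SE), with adjusted p = 2.32e-06 and adjusted p = 0.443 with an estimated correlation. Cell cycle genes had 13 of 28 higher (16 adjusted over the list alone, adjusted p = 1.11e-05, and adjusted p = 0.521 with an estimated correlation), while histone genes had 2 of 23 higher (adjusted p = 0.132). Mature T cell genes had 9 of 15 lower and 1 higher (adjusted p = 2.44e-07, and adjusted p = 0.298 with an estimated correlation), and interferon response genes 10 of 20 lower (adjusted p = 4.65e-06, and adjusted p = 0.443 with an estimated correlation). FoxO-activated genes had 6 of 13 lower (9 adjusted over the list alone), S1pr1 by -2.23 ± 0.28 (SE), with adjusted p = 3.53e-05 and adjusted p = 0.196 with an estimated correlation. Neutrophil markers had 7 of 11 lower (adjusted p = 2.44e-07, and adjusted p = 0.357 with an estimated correlation) and thymic epithelium markers 6 of 9 lower (adjusted p = 5.75e-05, and adjusted p = 0.298 with an estimated correlation), as was 1 of 2 erythroid genes (adjusted p = 0.025 for the list, and adjusted p = 0.368 with an estimated correlation). Immediate early and heat shock genes had 2 of 14 higher and 1 lower without passing as a list (adjusted p = 0.987), with Hspa1a 3.78-fold (adjusted p = 0.00269) and Hspa1b 3.19-fold (adjusted p = 0.0161) higher. The Hspa1b call ended without WT replicate 2 or 3, with the code type term and with founder line 86 alone. With each array shifted to the same median the split was 1423 higher and 1566 lower. The number called was 1677 without WT replicate 1, 1664 without WT replicate 2, 1971 without WT replicate 3, 4755 with array weights and 1908 with the array's code type as a term.

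What goes with the MyrAkt2 transgene in lymphomas with Dlx5 was examined by comparing double transgenic tumors with Lck-Dlx5 lymphomas. Ccnd2 was 13.5-fold higher with both transgenes, at 9.51 ± 1.42 (SD, n = 4) against 5.75 ± 0.35 (SD, n = 3), with adjusted p = 0.0347. This call ended without Lck-Dlx5 replicates 1, 2 or 3 (adjusted p = 0.0774, 0.0704 and 0.0694) and without double transgenic replicates 3 or 4 (0.0780 and 0.111), over a range of 0.00192 to 0.239. The zinc finger gene Zfp975 (7.17-fold, adjusted p = 0.00455), the kinase Sgk3, which is related to Akt (4.7-fold, adjusted p = 0.00901), and the interferon signaling factor Stat2 (log2 difference 0.73 ± 0.10 SE, adjusted p = 0.00858) were higher, and Heyl was lower (-1.12 ± 0.17 SE, adjusted p = 0.0104). Dlx5 differed by 0.66 ± 0.25 (SE, adjusted p = 0.148), Notch1 by -0.88 ± 0.68 (SE, adjusted p = 0.505) and Myc by 0.38 ± 0.23 (SE, adjusted p = 0.366). Interferon response genes (1 of 20 higher, 6 and 1 lower adjusted over the list alone, adjusted p = 0.0139, and adjusted p = 0.629 with an estimated correlation) were higher. The call was lost without Lck-Dlx5 replicate 3 (0.0985), without double transgenic replicate 4 (0.0557) and under at least 1 other alternative, over a range of 6.74e-05 to 0.290. Within the double transgenic tumors the list was higher in founder line 86 than in 47 (median 0.663, adjusted p = 0.000111 with camera, and 0.34 with an estimated correlation). Cell cycle genes were lower (median -0.25, 0 of 28 called, adjusted p = 6.19e-08, and adjusted p = 0.448 with an estimated correlation), and so were histone genes (median -0.31, 0 of 23 called, 4 lower adjusted over the list alone, adjusted p = 2.44e-07, and adjusted p = 0.368 with an estimated correlation). With the founder line 47 tumors alone the cell cycle list did not pass (adjusted p = 0.372, over a range of 1.57e-14 to 0.372). Notch targets had 1 of 13 lower and 0 higher (adjusted p = 0.00358, and adjusted p = 0.443 with an estimated correlation), a call that ended when each array was shifted to the same median (adjusted p = 0.123), over a range of 8.5e-05 to 0.164. It also ended with the founder line 47 tumors alone (adjusted p = 0.164) and stayed with those of founder line 86 alone (adjusted p = 0.00116), so the lower Notch targets are not shown for both founder lines. B cell markers were higher as a list (0 of 8 called, adjusted p = 0.0105, and adjusted p = 0.488 with an estimated correlation), a call that ended under 4 alternatives, such as the founder line 47 tumors alone (adjusted p = 0.256). By array the double transgenic tumors of founder line 86 stood apart from those of founder line 47, at -33.5 and -34.7 against -7.21 and -4.55 on principal component 3.

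The 241 genes called between double transgenic and Lck-Dlx5 tumors, comprised 178 higher and 63 lower. With only the 7 arrays compared, limma called 0 genes. Before adjustment, 2686 genes had p under 0.05 in the fit of all 16 arrays. The number called was 58, 156 and 44 without Lck-Dlx5 replicates 1, 2 and 3, and 787, 676, 47 and 14 without double transgenic replicates 1, 2, 3 and 4. With each array shifted to the same median 36 genes were higher and 124 lower, and the median over all genes moved from 0.07 to -0.09.

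Double transgenic tumors were also compared with the mean of the line 72 and line 420 groups, of which line 420 already expresses Dlx5. Double-positive stage genes were among those that rose most: Cd8a 8.15-fold (3.03 ± 0.33 SE, adjusted p = 0.000227), the terminal transferase Dntt 7.20-fold and Rag2 7.08-fold. Their list had 9 of 13 higher and 0 lower (11 and 0 adjusted over the list alone, adjusted p = 4.7e-10, and adjusted p = 0.196 with an estimated correlation). Cd8a lay at 12.2 in double transgenic tumors, 10.88 in line 420 and 7.54 in line 72, so it was above both lines but more so above line 72. Dlx5 was 21.6-fold higher than this mean, at 12.60 against 10.28 in line 420 and 6.05 in line 72. Dlx6 (-1.43 ± 0.18 SE) and Dlx6os1 (-1.42 ± 0.14 SE) were lower than it, and for Dlx6 this came from line 420 (8.87), as the double transgenic tumors (5.75) were not below line 72 (5.49). The histones H2aw (1.36 ± 0.16 SE) and H2bc21 (1.05 ± 0.15 SE) were higher, with the histone list not passing (adjusted p = 0.186). In line 420 they were 1.23 and 1.89 above line 72, so for H2bc21 the difference came mainly from line 72. Trnp1 was 5.53-fold lower (-2.47 ± 0.42 SE, adjusted p = 0.00359), Cdkn1b was higher by 1.07 ± 0.13 (SE), and Notch1 (1.39 ± 0.58 SE, adjusted p = 0.149) did not pass. Neutrophil markers had 6 of 11 lower (adjusted p = 2.99e-06, and adjusted p = 0.404 with an estimated correlation), macrophage and dendritic cell markers 2 of 15 lower (adjusted p = 0.00118, and adjusted p = 0.501 with an estimated correlation), and both erythroid genes were lower (adjusted p = 0.000782, and adjusted p = 0.223 with an estimated correlation). Against WT, S100a8 was -3.05 in double transgenic and -2.87 in line 420 tumors, and Ngp -3.30 and -3.1. For these 2 genes the difference came mainly from line 72. Slc4a1 lay -1.04 from the mean and line 420 -2.09 from line 72, so double transgenic tumors were near line 420. Car2 was below line 420 too (-2.61 and -2.16 against WT). Fibroblast and endothelium markers had 1 of 11 lower (adjusted p = 0.0305, and adjusted p = 0.448 with an estimated correlation), a call that ended under 7 alternatives, over a range of 0.00122 to 0.459. Immediate early and heat shock genes had 2 of 14 higher, Hspa1a among them (adjusted p = 0.0402), without passing as a list (adjusted p = 0.556). The Hspa1a call ended under most ways of leaving out 1 array and with founder line 86 alone. Of 1123 genes called, 707 were higher and 416 lower, and after the median shift 481 were higher and 617 lower. The number called was 654, 1961, 529 and 576 without double transgenic replicates 1, 2, 3 and 4, 425 with only the arrays compared, 2128 with array weights and 1728 with the code type as a term.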

Values the study reported

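The study reported a median survival of 41 weeks for Lck-Dlx5 mice of founder line F86, 37 weeks for founder line F63 and 32 weeks for founder line F84. It reported that activating Notch1 mutations were present in about 60% of the Lck-Dlx5 tumors. By real-time PCR, 1 of 11 Lck-Dlx5 tumors lacked raised Notch1 and Notch3, and that tumor had raised Notch2.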

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

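The tests of explanations in this part, including the other splits of the arrays, were chosen only after the results were seen, while the rules that picked out the results were set beforehand. A single array stood apart from the other 3 double transgenic tumors in 4 of 74 genes tested for this, where chance gives about 1 in 20. Thbs2 lay at 10.32 in replicate 2, with the others at 8.78 to 9.00 (gap over range 0.855). Trnp1 lay at 7.33 in replicate 2, with the others at 6.53 to 6.65 (0.852). Cmah lay at 6.70 in replicate 4, with the others at 6.35 to 6.39 (0.890). Ms4a4b lay at 4.04 in replicate 1, with the others at 4.78 to 4.92 (0.836).

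The 2 founder lines with the same MyrAkt2 transgene differed in 4 of the study's genes when tested directly. Dlx5 was higher in line 420 than in line 72 (log2 difference 4.23, adjusted p = 3.91e-07). Lats2 (-2.12, adjusted p = 0.000445), Tnik (-1.17, adjusted p = 0.0459) and Notch4 (-0.45, adjusted p = 0.0301) were lower. The Tnik call ended without any 1 of the 6 arrays (adjusted p = 0.0649 to 0.144, over a range of 0.0147 to 0.144). The Notch4 call ended without line 420 replicate 2 (adjusted p = 0.0737) or 3 (0.107) and without line 72 replicate 2 (0.112) or 3 (0.0501), over a range of 0.0157 to 0.165. Of the 10004 tested features that carry no single gene, which the comparisons leave out, 1060 were called between Lck-Dlx5 lymphomas and WT, 528 higher and 532 lower.

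A swap of labels with 1 of the 7 Dlx5 transgenic tumors was excluded as the source of Dlx5 in line 420 tumors. The lowest Dlx6 value of line 420 was 2.20 (log2) above the highest of these 7 tumors, which have no raised Dlx6. Dlx6 cannot show how much of the Dlx5 signal came from a transgene. RNA of a Dlx5 transgenic tumor mixed into these samples, or an unlabeled Dlx5 transgene, was therefore not excluded. A set of genes that goes with Dlx5 with or without the transgene stays open. Of 278 genes at least 2-fold higher in Lck-Dlx5 lymphomas than in line 72, 46 were called higher in line 420 than in WT (16.5%, against 15.1% of all genes tested). Another 87 were called lower, against 1993 of all 12933 genes, and the median log2 difference of the 278 was -0.095. These 278 genes thus did not rise as a whole in line 420. Of the 76 of these genes also at least 2-fold higher than in WT, 33 were called higher (43.4%), but there the same WT arrays enter both sides. Between line 420 and line 72 the 1771 genes higher in Lck-Dlx5 lymphomas than in WT had a median of 0.005 (p = 0.747 with an estimated correlation) and the 2056 lower genes -0.102 (p = 0.0136, and p = 0.55 with an estimated correlation). The study reports Dlx5 in other lymphomas of this founder line and an inversion that activates it in Lck-MyrAkt2 tumors, which was not tested here.

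The 2 double transgenic tumors of founder line 86 stood apart from the 2 of founder line 47, with 554 genes called between them. Normal thymocytes as the larger part of the founder line 86 tumors were excluded, since 40 genes lost in the other 3 tumor groups had a median log2 difference from WT of -2.16 there, while a smaller share of normal thymus cells stays open. The type of sample code could be the cause and cannot be told apart, since it departs from founder line on 0 of the 4 arrays. Sex could also be the cause and cannot be told apart, since Xist was high in both founder line 86 tumors and low in both of founder line 47. Of the 554 genes 532 lie on autosomes, which does not decide this, as most tested genes are autosomal. Founder line itself stays open, and so does the Akt2 line, which the labels give as 420 for founder line 47 and do not give for founder line 86.

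Histone genes were higher in Lck-Dlx5 lymphomas than in line 72 tumors (adjusted p = 4.29e-10, and adjusted p = 0.298 with an estimated correlation). For H2aw and H2bc21 this came mainly from lower levels in line 72 (-1.84 and -2.07 against WT). Scaling was excluded as the cause of the difference in the list mean of 0.732 ± 0.133 (SE). That difference was 0.734 ± 0.136 (SE) after quantile normalization and 0.865 ± 0.125 (SE) after a median shift. More dividing cells may account for part or all: the difference was 0.577 ± 0.091 (SE) with the mean of the cell cycle list as a term. That mean only approximates the share of dividing cells, so division as the whole cause was not excluded. Age, which differs between these groups, was not tested.

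The samples of each comparison were also divided in other ways. For the comparisons of 3 with 3 arrays only 10 splits exist, too few to exclude chance. The real split, which was the largest in 1 of 10, called 3827, 4699, 2552, 3947 and 1445 genes for Lck-Dlx5 and WT, line 72 and WT, Lck-Dlx5 and line 72, line 420 and WT, and line 420 and line 72, and the highest other split called 0, 0, 2, 0 and 4. For double transgenic tumors and WT the real split was the largest in 1 of 35 (3080 genes), and the highest other, double transgenic replicate 3 with the WT samples, called 2443. For double transgenic and Lck-Dlx5 tumors 3 of 35 splits called at least the real 241 genes, the highest 472, so chance may have produced that count. For double transgenic and Lck-MyrAkt2 tumors as 2 pooled groups 4 of 100 splits called at least the real 260, the highest 861, which set double transgenic replicate 2 with the line 72 tumors and so may follow the structure of the samples.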

How the results depend on the processing

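The alternatives were planned, except those that left out X and Y genes, used founder line 47 or 86 alone, or left line 420 out of the shared spread, which were added after the results were seen. Counts for Lck-Dlx5 and WT stayed within 1.5 times under 16 of 20 alternatives, for line 72 and WT 19 of 21, Lck-Dlx5 and line 72 15 of 21, line 420 and WT 17 of 19, line 420 and line 72 14 of 19, double transgenic and WT 15 of 23, double transgenic and Lck-Dlx5 6 of 24, and double transgenic and Lck-MyrAkt2 14 of 25. Requiring a log2 change of at least 1 gave, in this order, 908, 1396, 856, 1032, 564, 595, 68 and 256 genes, and an adjusted p under 0.01 gave 1798, 2876, 1087, 2104, 646, 1351, 10 and 301, as a stricter threshold must lower a count. Leaving out 1 array gave 2372 to 3254, 3476 to 4174, 1661 to 2087, 2648 to 3407, 895 to 1228, 1664 to 3420, 14 to 787 and 529 to 1961 genes. Below 1.5 times were Lck-Dlx5 and WT without WT replicates 1 and 2 (2398 and 2372), Lck-Dlx5 and line 72 without line 72 replicate 3 (1661), line 420 and line 72 without line 420 replicate 2 (895) or line 72 replicate 3 (959), double transgenic and WT without WT replicates 1, 2 and 3 (1677, 1664 and 1971), double transgenic and Lck-Dlx5 without Lck-Dlx5 replicates 1, 2 and 3 (58, 156 and 44) or double transgenic replicates 3 and 4 (47 and 14), and double transgenic and Lck-MyrAkt2 without double transgenic replicates 1, 3 and 4 (654, 529 and 576). Above 1.5 times were double transgenic and Lck-Dlx5 without double transgenic replicates 1 and 2 (787 and 676), and double transgenic and Lck-MyrAkt2 without double transgenic replicate 2 (1961). For Lck-Dlx5 and line 72 the filter at the 75th percentile gave 1692, only the arrays compared 1664 and the 6 Lck-MyrAkt2 tumors as 1 group 170, and for line 420 and line 72 only the arrays compared gave 813. For double transgenic and WT, array weights gave 4755, the code type term 1908 and founder line 86 alone 1538. For double transgenic and Lck-Dlx5, the median shift gave 160, no filter 605, the 75th percentile 66, array weights 1221, only the arrays compared 0, the code type term 1343, the founder line term 373, and founder lines 47 and 86 alone 17 and 1932. For double transgenic and Lck-MyrAkt2, array weights gave 2128, only the arrays compared 425, the code type term 1728, and founder lines 47 and 86 alone 459 and 2126. The overlap of Lck-Dlx5 and line 72 against WT was 3395 genes with array weights and 1344 to 2056 with 1 array left out, the lowest without WT replicates 2 (1344) and 1 (1393). The chromosome 15 shift was 0.21 at the 75th percentile and 0.07 to 0.16 with 1 array left out. An estimated correlation left 0 of 82 list calls, and leaving out 1 array gave 80 to 87. Directions reversed for 6 list results, with these adjusted p: in double transgenic and Lck-Dlx5 tumors Myc targets (0.0459) and nucleotide synthesis (0.00692) with founder line 47 and glycolysis (0.0364) with founder line 86, and in double transgenic and Lck-MyrAkt2 tumors cell cycle (0.000169), nucleotide synthesis (0.523) and fatty acid synthesis (0.0267) with founder line 47. Of the other list results under the alternatives 4167 were the same, 169 stronger and 153 weaker, and of those for named genes 13773 were the same, 153 stronger, 1550 weaker and 0 reversed. Apart from stricter thresholds and fewer arrays, the cause was not tested. The 12933 of 22184 genes above the array median on at least 3 arrays were tested, and dimmer genes only in the alternative without a filter, which called 4194 genes for Lck-Dlx5 and WT.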

Other observations

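The split of double transgenic tumors by founder line was examined after the results were seen. Compared with founder line 47, cell cycle genes were lower in founder line 86 (12 of 28 called, median -0.52, adjusted p = 1.13e-14, and adjusted p = 0.150 with an estimated correlation), as were glycolysis genes (7 of 13, median -0.74, adjusted p = 9.51e-09, and adjusted p = 0.150 with an estimated correlation). Also lower were Notch targets (1 of 13, median -1.33, adjusted p = 0.0205, and adjusted p = 0.380 with an estimated correlation), Myc targets (3 of 19, median -0.43, adjusted p = 2.49e-06, and adjusted p = 0.268 with an estimated correlation), nucleotide synthesis (4 of 18, median -0.52, adjusted p = 5.51e-08, and adjusted p = 0.191 with an estimated correlation), histones (2 of 23, median -0.37, adjusted p = 0.000134, and adjusted p = 0.268 with an estimated correlation), fatty acid synthesis (2 of 12, median -0.32, adjusted p = 0.000209, and adjusted p = 0.150 with an estimated correlation) and adipocyte genes (1 of 3, median -1.25, adjusted p = 0.0312, and adjusted p = 0.177 with an estimated correlation). The lists that the study text calls lower than in WT (1 of 3, adjusted p = 0.0146, and adjusted p = 0.150 with an estimated correlation) and lower than in Lck-MyrAkt2 tumors (2 of 3, adjusted p = 0.0268, and adjusted p = 0.177 with an estimated correlation) were higher. Interferon response genes were higher (3 of 20, median 0.66, adjusted p = 0.000111, and adjusted p = 0.340 with an estimated correlation). Markers of normal thymus and blood cells were higher in founder line 86 for thymic epithelium (1 of 9 called, median 0.495, adjusted p = 0.00166, and adjusted p = 0.168 with an estimated correlation), B cell (0 of 8, median 0.741, adjusted p = 0.00608, and adjusted p = 0.323 with an estimated correlation), mature T cell (2 of 15, median 0.84, adjusted p = 0.00723, and adjusted p = 0.347 with an estimated correlation) and double-positive stage genes (1 of 13, median 0.461, adjusted p = 0.048, and adjusted p = 0.408 with an estimated correlation). Neutrophil and macrophage markers did not differ as lists (adjusted p = 0.737 each). Among single genes, Tnik was higher by 1.37 ± 0.23 (SE, adjusted p = 0.00806, n = 2 and 2) and Akt2 by 0.48 ± 0.11 (SE, adjusted p = 0.0258). Of the 554 genes called, 352 were higher and 202 lower in founder line 86, and 74.5% lay nearer to WT in founder line 86 than in founder line 47.

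Genes on X and Y differed within some groups, and between line 72 tumors and WT. Xist lay at 11.78 or more in Lck-Dlx5 replicate 1, double transgenic replicates 3 and 4, line 420 replicate 3 and all 3 line 72 tumors, and at 5.80 or less in the 3 WT samples. In Lck-Dlx5 replicate 3 both Xist (5.73) and the Y-linked gene Uty (4.57) were low. Eif2s3y, also Y-linked, was low in double transgenic replicates 1 (6.79) and 2 (5.25) and in line 420 replicate 2 (5.33), while on these arrays Uty (9.34, 8.64 and 9.10) and Kdm5d (8.99, 8.67 and 8.90), both also Y-linked, were high. Grik1, a kainate receptor subunit, lay at 5.31 in Lck-Dlx5 replicate 3 but at 9.12 and 9.93 in replicates 1 and 2.

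Of the genes called in Lck-Dlx5 lymphomas against both WT and line 72, 273 were higher and 492 lower. In line 420 against line 72, 73 and 228 of these were called in the same direction, and 259 and 479 had the same sign. These comparisons share the line 72 arrays and are not independent.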
